A study of Homo sapiens with 59 samples.

How the data were processed

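The series holds 59 RNA-seq libraries of neural stem cells made from WA09 (H9) cells. Per the labels' protocols, cells received FGF8b at 200 ng per mL, then CHIR99021 for 2 to 72 h on an automated platform, then medium with retinoic acid, renewed daily for 4 days. The labels used here give no clock times for the medium changes. Libraries were made from 100 ng of total RNA with oligo-dT selection, ligated adapters and 18 PCR cycles, and single reads of 51 bp were sequenced with 30 libraries in a lane, per the labels' protocols. Which library ran on which lane is not labelled. The third library of 48 h was removed by the submitters for too many genes without counts, per the design text.

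The deposited values are TPM for 19084 gene symbols. Per the submitters' processing notes, CASAVA 1.8.2, Bowtie 0.12.8 and RSEM 1.2.3 were used with the hg19 build, and the gene annotation is not given in the sources used here. The TPM of a library summed to between 999997 and 1000001, so depth is unknown and no interval or detection limit was computed. All 8 housekeeping genes examined were above 0 in every library, and no 2 libraries held identical values, the highest correlation between 2 of them being 0.971. The reference at hand was of another build, so no coordinates are given. Reads of near-identical paralogs and overlapping genes are apportioned by estimation in RSEM, so values of such genes are uncertain.

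Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1, using moderated tests with an intensity trend and Benjamini-Hochberg adjustment at a threshold of 0.05, for the 15305 genes with a TPM of at least 1 in at least 3 libraries. All 59 libraries entered the fits of the course, the windows, the local change and the replicate labels. The curve behind the results for 6, 30 and 54 h was fitted to the 35 libraries of the 12 time points at multiples of 6 h. Change over the course was an F-test on a natural spline of hours with 4 df. Windows were contrasted in a fit of 20 time-point means with 39 residual df: 2 to 8 h, 18 to 24 h and 54 to 72 h, with 4 time points and 12 libraries each. Local change compared the 3 time points on either side of each boundary. For HOX genes with a highest time-point mean of at least 2 TPM, the first time at 50% of that maximum was interpolated linearly, and its rank correlation with paralog number was tested by 100000 permutations. Groups and replicates were taken from the labels. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

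Of 26 gene lists, 25 had measured members and were tested in the 3 window contrasts with limma's camera at a preset correlation of 0.01, adjusted over 75 tests, of which 32 passed. With an estimated correlation 24 passed, and the p of each call lost is given beside it. The comparisons, these lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule allowed naming HOX genes above the limit of 2 TPM, and for each window contrast the 10 highest and 10 lowest other genes by log2 difference among those past the threshold, with a mean of at least 5 TPM in 1 window and no overlap of time-point means between windows. It also allowed up to 4 members per list, any member needed to show one that did not pass, and 5 genes in each direction at the largest local change. Some members that went against their list were named as well. Alternatives varied the pseudocount, the filter, the scaling, a replicate block, the spline and the windows, and left out replicates, libraries and time points.

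The tests were tried on simulated data with 100 genes changed at each size among 15305. For late minus early, 37% of genes changed by 1 and 68% of those changed by 2 on the log2 scale were recovered, with 8 false calls. The shares were 42% and 74% for first day minus early, 44% and 73% for late minus first day, 28% and 62% for the course, and 35% and 66% for the local change.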

Results

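Messenger RNA was measured by RNA sequencing in 59 libraries of neural stem cells derived from WA09 (H9), an established human embryonic stem cell line. Cells that had received FGF8b were given CHIR99021, a GSK3 inhibitor that activates canonical WNT signalling, for 2 to 72 h, and then retinoic acid for 4 days before lysis. The 20 time points are lengths of CHIR99021 exposure, spaced by 2 h up to 24 h and by 6 h after that. Longer exposure also meant longer total culture, and an arm without CHIR99021 was not analysed here. Each time point had 3 libraries, labelled A1, A2 and B1, except 48 h, which had 2. The labels do not say whether replicates were separate cultures, so p-values measure only the spread between these libraries, which may be technical.

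The values are TPM, which keep no sequencing depth, so the depth of each library is unknown. Libraries had between 9348 and 13085 genes at a TPM of 1 or more, with a median of 12594. The 4 h B1, 42 h B1 and 72 h A2 libraries had under 10000 such genes, and every other library had at least 11004. The 100 highest genes took between 23.6% and 37.3% of the TPM of a library. Differences below are on the log2(TPM + 1) scale, which understates changes of low genes, and levels are mean TPM ± SD over libraries.

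HOX genes, which assign position along the head-to-tail axis, were followed because the CHIR99021 step is described as propagating HOX expression. HOXD3 was at 63.6 ± 15.5 TPM at 2 h, peaked at 181 ± 13.9 TPM at 24 h and was at 79.6 ± 16.2 TPM at 72 h (SD, n = 3). HOXB4 was at 4.12 ± 3.47 TPM at 2 h, 134 ± 38.7 TPM at 24 h and 62.2 ± 23.1 TPM at 72 h. HOXB8 was at 0.160 ± 0.277 TPM at 2 h, 9.64 ± 4.91 TPM at 24 h and 217 ± 39.8 TPM at 72 h. HOXB9 was listed at 0 in the 12 libraries of 2 to 8 h, was at 0.910 ± 0.832 TPM at 24 h and reached 468 ± 135 TPM at 72 h.

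Among the 22 HOX genes whose highest time-point mean was at least 2 TPM, the time at which each first reached 50% of that mean increased with paralog number, with a Spearman rho of 0.760 and a Pearson r of 0.745 across genes (two-sided permutation test of rho with 100000 permutations, p = 8.0e-05). Genes are not independent replicates. HOXD3 reached that level at 10.2 h, HOXB4 at 19.2 h, HOXB8 at 41.5 h, HOXA5 at 52.3 h and HOXB9 at 56.7 h. Some genes stood out of order, with HOXD4 at 3.16 h, HOXA2 at 27.7 h and HOXB1 at 33.4 h, or 5.30 ± 3.81, 19.5 ± 1.76 and 29.1 ± 8.59 h as the mean of the times of each replicate label (SD, n = 3 labels). Taken in each replicate label separately, the time was 10.7 ± 0.277 h for HOXD3, 45.9 ± 5.20 h for HOXB8 and 57.7 ± 3.09 h for HOXB9 (SD, n = 3 labels), but 20.1 ± 14.8 h for HOXB3. HOXA6 was above 0 in only 4 of 59 libraries, too few for a time in each label. Of the 22 genes, 21 passed the test for change over the course and HOXD1 did not (limma adjusted p = 0.198). Of the 12 genes of paralog groups 10 to 13, 11 were listed at 0 in every library and HOXD13 was above 0 in 1 library, so that list was not tested.

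Several HOX genes of groups 1 to 5 were highest between 36 and 54 h. HOXB4 peaked at 186 ± 131 TPM at 42 h, HOXB5 at 121 ± 14.1 TPM at 42 h against 21.7 ± 19.1 TPM at 72 h, and HOXD4 at 232 ± 36.1 TPM at 36 h against 81.6 ± 59.5 TPM at 72 h (SD, n = 3). HOXB1 peaked at 195 ± 20.8 TPM at 54 h. The 42 h means include the B1 library with under 10000 genes. The SD of HOXB4 at 42 h spans its mean of 134 TPM at 24 h, so its peak hour is uncertain.

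Over the whole course, 5629 of 15305 tested genes, or 36.8%, changed with the length of exposure (limma F-test on a natural spline with 4 df, adjusted p under 0.05). Among genes changing over the course, the count was 3232 without the libraries labelled A1 and 3573 without those labelled A2.

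The late window (54 to 72 h) was compared with the early window (2 to 8 h) to describe what differed between the longest and the shortest exposures. By camera the epithelial and endoderm lists fell, and the neuron, neural progenitor and cell cycle lists rose. Singly, 13 of 21 neuron, 10 of 15 neural progenitor and 17 of 20 cell cycle genes rose. CDH1, which encodes E-cadherin, went from 93.8 ± 73.04 TPM early to 0.671 ± 1.02 TPM late (SD, n = 12 each; log2 difference −5.53, SE 0.373, adjusted p = 1.9e-16). STMN2, a neuronal regulator of microtubules, went from 2.85 ± 2.41 to 63.6 ± 23.2 TPM (log2 difference 4.28, SE 0.272, adjusted p = 2.5e-17). In all, 4606 genes differed, 2189 higher and 2417 lower in the late window, and of these 868 higher and 1250 lower genes differed by at least 1 on the log2 scale.

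The gene that fell most was POMC, the precursor of several peptide hormones, from 738 ± 295 to 2.84 ± 2.99 TPM (log2 difference −7.99, SE 0.394, adjusted p = 4.4e-21). It was followed by BHMT, an enzyme of homocysteine metabolism (319 ± 159.7 to 1.62 ± 1.68 TPM), PDZK1 (−6.44), the calcium-binding protein CALB1 (−6.36), the cytochrome P450 CYP1B1 (−6.13), the homeobox gene DLX5 (−5.95), CHODL (−5.70), HPN (−5.60), TFAP2A (−5.55) and CDH1. Apart from HOX genes, those that rose most were SCUBE2, a secreted protein that helps release Hedgehog ligands (1.35 ± 1.40 to 57.9 ± 29.7 TPM), STMN2, ADCY2 (4.07), PPP1R17 (3.78), NPPA (3.71), TAGLN3 (3.70), APCDD1 (3.66), MDGA1 (3.65), the roof plate ligand GDF7 (3.59) and RAB38 (3.58).

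All 10 measured genes of surface ectoderm and epithelium fell, with a median log2 difference of −2.20. EPCAM went from 252 ± 108 to 29.9 ± 10.2 TPM and the keratin KRT8 from 1049 ± 285 to 286 ± 74.2 TPM. All 9 measured endoderm genes fell, with a median of −1.77, among them the apolipoprotein APOA1, from 53.6 ± 40.9 to 0.341 ± 0.820 TPM, and FOXA1, from 35.4 ± 12.8 to 4.36 ± 2.97 TPM. Both counts were the same when adjusted over the list alone. The adjusted p of limma's camera test was 8.4e-14 for epithelium and 4.3e-07 for endoderm. Within the early window APOA1 was at 4.94 ± 3.06 TPM at 2 h, against 67.0 ± 28.1, 74.6 ± 17.4 and 68.1 ± 57.6 TPM at 4, 6 and 8 h. Its early SD therefore includes change between time points.

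Of 21 measured neuron genes 13 rose, or 14 when adjusted over the list alone (camera adjusted p = 5.7e-10). ONECUT2 went from 1.07 ± 0.944 to 15.8 ± 4.79 TPM and ELAVL3 from 0.280 ± 0.655 to 9.07 ± 2.85 TPM, while the neuronal tubulin TUBB3 was at 154 ± 64.2 TPM early and 134 ± 30.9 TPM late (adjusted p = 0.682). Of 15 neural progenitor genes 10 rose and 3 fell, with the same counts adjusted over the list alone (camera adjusted p = 1.7e-04). SOX2 went from 40.1 ± 22.7 to 141 ± 55.9 TPM and PTPRZ1 from 29.2 ± 9.41 to 159 ± 21.0 TPM, whereas PAX6 (−0.47), SOX21 (−1.39) and CDH2 (−0.82) fell. Of 20 cell cycle genes 17 rose and MCM3 fell, with the same counts adjusted over the list alone (camera adjusted p = 1.6e-16). TOP2A, a topoisomerase of dividing cells, went from 163 ± 61.9 to 672 ± 250.1 TPM.

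Of the 12 HOX genes of groups 1 to 4, 8 rose (8 rose and 1 fell when adjusted over the list alone; camera adjusted p = 8.3e-07). All 11 measured genes of groups 5 to 9 rose, also when adjusted over the list alone (camera adjusted p = 9.6e-17). Among them HOXA6, HOXA7 and HOXC6 were above 0 in only 4, 8 and 7 of 59 libraries. Of 9 neuromesodermal and tail bud genes 6 rose, also when adjusted over the list alone (camera adjusted p = 0.001). CDX2, a caudal homeobox gene, was at 0.335 ± 0.855 TPM early and 7.41 ± 5.04 TPM late, and the brachyury gene T was listed at 0 in every library. Of 16 retinoic acid response genes 7 fell and 1 rose, or 8 and 1 when adjusted over the list alone (camera adjusted p = 0.016). CYP26A1, which degrades retinoic acid, went from 1757 ± 1027 to 299.8 ± 103 TPM. Within the early window CYP26A1 was at 502 ± 48.4 TPM at 2 h, against 3136 ± 497, 1937 ± 272 and 1455 ± 272 TPM at 4, 6 and 8 h.

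Of 13 dorsal neural tube genes 6 rose and OLIG3 fell, with WNT1 going from 15.5 ± 12.9 to 97.7 ± 31.1 TPM (camera adjusted p = 0.013, but adjusted p = 0.243 with an estimated correlation). Without the 6, 30 and 54 h time points this list's camera adjusted p was 0.0503. Of 13 Notch pathway genes 7 rose and HEY2 fell (camera adjusted p = 0.027, but adjusted p = 0.288 with an estimated correlation). The Notch list also did not pass without the libraries labelled B1 or without the 3 libraries with under 10000 genes. Of 12 genes of FGF and MAPK feedback 7 rose and FGFR3 fell (camera adjusted p = 0.0052, but adjusted p = 0.056 with an estimated correlation). Adjusted over the list alone, 8 genes of FGF and MAPK feedback rose and 1 fell, and the counts of dorsal and Notch genes were the same.

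Of 14 hypoxia genes 9 rose and EGLN3 fell (camera adjusted p = 1.0e-05), with P4HA1, a collagen prolyl hydroxylase, going from 135 ± 82.7 to 520.1 ± 221 TPM. Of 13 cholesterol synthesis genes 12 rose (camera adjusted p = 5.7e-10). Both counts were the same when adjusted over the list alone. In 54 h against 6 h, which are a whole number of days apart, the medians were −0.19 for hypoxia and −0.029 for cholesterol synthesis, and the camera adjusted p was 0.622 and 0.356. Without the 6, 30 and 54 h time points the late minus early medians were 0.91 and 1.04 (camera adjusted p = 1.4e-08 and 2.2e-13). For hypoxia this setting removes 54 h but keeps 4 and 8 h, where the list was also low. It therefore cannot tell a rise with exposure from the placing of low time points.

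The other lists did not pass camera in late against early. Lateral mesoderm and fibroblast genes had 6 of 11 higher and 1 lower (7 and 1 when adjusted over the list alone; adjusted p = 0.056), with the smooth muscle actin ACTA2 at 13.1 ± 24.9 TPM early and 54.2 ± 20.1 TPM late. This list passed without the 6, 30 and 54 h time points (adjusted p = 0.027). Within the early window ACTA2 was at 35.8 ± 48.4 TPM at 8 h, against 6.61 ± 2.00, 3.19 ± 3.04 and 6.64 ± 3.39 TPM at 2, 4 and 6 h. Forebrain and midbrain genes had 1 of 12 higher and 4 lower (1 and 5 when adjusted over the list alone; adjusted p = 0.066), and OTX2 was at 10.997 ± 13.03 TPM early and listed at 0 in all 12 late libraries. WNT and beta-catenin targets had 6 of 15 higher and 2 lower (7 and 2 when adjusted over the list alone; adjusted p = 0.074). Amino acid and ER stress genes had 4 of 14 higher and 6 lower (5 and 6 when adjusted over the list alone; adjusted p = 0.844).

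In the remaining lists the counts were the same when adjusted over the list alone. Higher and lower members numbered 3 and 3 of 9 hindbrain genes (camera adjusted p = 0.763), 2 and 5 of 14 paraxial mesoderm and somite genes (0.543), and 3 and 3 of 12 neural crest genes (0.671). They numbered 2 and 2 of 12 pluripotency genes (0.240), 3 and 1 of 9 endothelium and blood genes (0.561), and 2 and 4 of 12 BMP and TGF-beta response genes (0.777). Of 11 ventral neural tube genes 4 were measured, 1 higher and 3 lower (0.350), and SHH, OLIG2 and NKX6-1 were below the filter. The median of the neural crest list was 0.17 while camera's direction was down, and the mean of the amino acid and ER stress list was 0.019 with a median of −0.18 and a direction of down.

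The late minus early count of 4606 genes was 2956 without the libraries labelled A1 and 2910, with 704 higher and 2206 lower, for 72 h against 2 h. With quantile normalization 2569 genes were higher and 2323 lower. Without the 72 h A2 library alone 2572 were higher and 2365 lower, and without the libraries labelled A1 1604 and 1352. Which direction had more genes thus depended on the scaling and on the libraries kept. The count was 1063 for 54 h against 6 h.

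The first day window (18 to 24 h) was compared with the early window to describe the change over the first day of CHIR99021. The early window holds time points at which hypoxia genes were low, as given below, and the first day window does not. Length of exposure and these low time points are therefore not separated in this contrast. By camera the epithelial and endoderm lists were already lower, and the neuron and cell cycle lists already higher, though only 6 of 9 endoderm and 11 of 21 neuron genes passed singly. CDH1 went from 93.8 ± 73.04 TPM at 2 to 8 h to 1.55 ± 0.974 TPM at 18 to 24 h (SD, n = 12 each; log2 difference −4.83, SE 0.373, adjusted p = 5.3e-14). RELN, which encodes the secreted protein reelin, went from 50.7 ± 20.9 to 392 ± 86.8 TPM (log2 difference 2.99, SE 0.178, adjusted p = 1.7e-17). Altogether 3057 genes differed, 1610 higher and 1447 lower, of which 600 higher and 550 lower genes differed by at least 1 on the log2 scale.

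After CDH1 the largest falls were in the tight junction gene CLDN7 (−3.97), DLX5 (−3.88), ANXA9 (−3.65), the epithelial splicing regulator ESRP1 (−3.53), AP1M2 (−3.53), FAM150B (−3.53), HAPLN1 (−3.53), PDZK1 (−3.51) and SMAGP (−3.44). Apart from HOX genes, the largest rises were in STMN2 (3.99), NELL1 (3.48), the Notch target HES5 (3.23), TAGLN3 (3.09), RELN, SNCG (2.95), RBM24 (2.86), NDNF (2.66), POU3F4 (2.64) and HNF4G (2.62).

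All 10 epithelial genes fell over the first day, also when adjusted over the list alone (camera adjusted p = 2.0e-20). Of 9 endoderm genes 6 fell, or 9 when adjusted over the list alone (camera adjusted p = 1.8e-08). Of 21 neuron genes 11 rose, or 16 when adjusted over the list alone (camera adjusted p = 4.6e-11), and of 20 cell cycle genes 15 rose, or 18 when adjusted over the list alone (camera adjusted p = 8.4e-18). Of 15 neural progenitor genes 8 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 4.1e-04). HES5 went from 4.93 ± 4.44 to 41.6 ± 20.3 TPM and TOP2A from 163 ± 61.9 to 478 ± 92.4 TPM.

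Of the HOX genes of groups 1 to 4, 10 of 12 rose and 1 fell, or 11 and 1 when adjusted over the list alone (camera adjusted p = 8.4e-11). Of those of groups 5 to 9, 4 of 11 rose, or 5 when adjusted over the list alone (camera adjusted p = 8.3e-04). Of 14 hypoxia genes 8 rose, or 9 when adjusted over the list alone (camera adjusted p = 9.3e-12), but in 30 h against 6 h the median was −0.14 and the camera adjusted p was 0.620, and without the 6, 30 and 54 h time points they were 0.67 and 1.9e-10. The last setting keeps the low 4 and 8 h time points, so it cannot tell a rise with exposure from their placing. Of 13 cholesterol synthesis genes 7 rose, or 8 rose and 1 fell when adjusted over the list alone (camera adjusted p = 3.7e-05, but adjusted p = 0.058 with an estimated correlation). The other lists did not pass camera, and the BMP and TGF-beta response list had a median of −0.11 with camera's direction up, and paraxial mesoderm and somite a median of 0.12 with the direction down. The endothelium and blood list had a mean of −0.012 with the direction up.

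The first day minus early count of 3057 genes was 1594 without the libraries labelled A1 and 2014 without those labelled A2. It was 1802 for 22 and 24 h against 2 and 4 h, 818 for 24 h against 2 h, and 594 for 30 h against 6 h. Which direction had more genes also depended on the settings, with 1992 higher and 2227 lower without the 3 libraries with under 10000 genes, and 1596 and 1597 under median-ratio scaling.

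**Figure D1:**
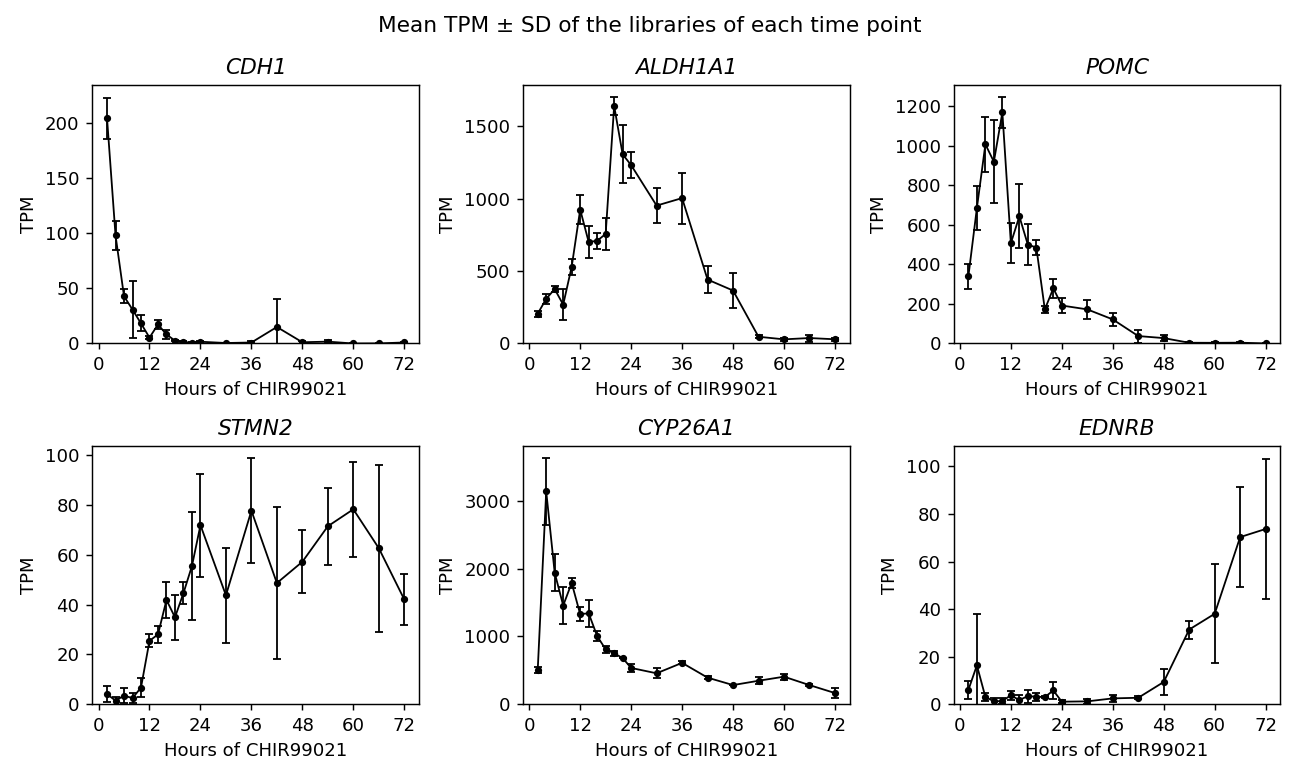
TPM of CDH1, ALDH1A1, POMC, STMN2, CYP26A1 and EDNRB against hours of CHIR99021, with points at the mean and bars at the SD of the libraries of each time point (n = 3, and 2 at 48 h). CDH1 averages 1.55 TPM at 18 to 24 h, ALDH1A1 goes from 1235 TPM at 18 to 24 h to 35.5 TPM at 54 to 72 h, and EDNRB averages 53.3 TPM at 54 to 72 h.

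The late window was set against the first day window to describe the change over the following days. The lists of HOX groups 5 to 9, FGF and MAPK feedback and WNT targets rose by camera, though only 7 of 15 WNT targets passed singly. ALDH1A1, an enzyme that makes retinoic acid, was at 289.8 ± 80.8 TPM early, 1235 ± 347 TPM at 18 to 24 h and 35.5 ± 15.3 TPM at 54 to 72 h (SD, n = 12 each; late minus first day log2 difference −5.18, SE 0.168, adjusted p = 1.6e-27). EDNRB, an endothelin receptor, went from 3.25 ± 2.45 to 53.3 ± 26.6 TPM (log2 difference 3.71, SE 0.321, adjusted p = 1.8e-12). In total 1915 genes differed, 831 higher and 1084 lower, of which 279 higher and 525 lower genes differed by at least 1 on the log2 scale.

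The largest falls were in CALB1 (−6.70), POMC (−6.61), CYP1B1 (−6.38), BHMT (−5.64), ALDH1A1, TM4SF4 (−4.74), PGM5 (−4.65), the opsin OPN5 (−4.21), the secreted WNT antagonist SFRP5 (−3.74) and the heme oxygenase HMOX1 (−3.69). Apart from HOX genes, the largest rises included EDNRB, NPPA (3.43), SCUBE2 (3.39), CORIN (3.38), the roof plate gene LMX1A (3.17), FAM65B (3.15), SPON1 (2.88), LYPD1 (2.86) and NPTX2 (2.79).

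Of 11 HOX genes of groups 5 to 9, 9 rose, or 10 when adjusted over the list alone (camera adjusted p = 3.1e-21). Of the 12 of groups 1 to 4, 3 rose and 4 fell, or 4 and 4 when adjusted over the list alone, with a median of 0.0097 while camera's direction was down (adjusted p = 0.815). Of 12 genes of FGF and MAPK feedback 9 rose and FGFR3 fell, or 11 and 1 when adjusted over the list alone (camera adjusted p = 9.6e-09). DUSP6, a feedback phosphatase of ERK, was at 56.0 ± 20.5 TPM early, 17.01 ± 6.00 TPM on the first day and 122 ± 43.3 TPM late. Of 15 WNT and beta-catenin targets 7 rose, or 8 when adjusted over the list alone (camera adjusted p = 1.9e-05), among them SP5, from 0.124 ± 0.430 to 6.02 ± 5.41 TPM, while AXIN2 was at 47.2 ± 14.3 and 58.3 ± 27.1 TPM (adjusted p = 0.375). Of 9 neuromesodermal and tail bud genes 4 rose and WNT5A fell, or 7 and 1 when adjusted over the list alone (camera adjusted p = 4.1e-04). Of 13 cholesterol synthesis genes 8 rose, or 9 when adjusted over the list alone (camera adjusted p = 4.1e-06).

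Of 16 retinoic acid response genes 5 fell and 1 rose, also when adjusted over the list alone (camera adjusted p = 0.039, but adjusted p = 0.058 with an estimated correlation). Its camera adjusted p was 0.0602 without the 3 libraries with under 10000 genes. The retinoic acid list also did not pass without the libraries labelled B1, and its median turned positive without those labelled A1. Of 20 cell cycle genes 5 rose, or 6 when adjusted over the list alone (camera adjusted p = 8.3e-04, but adjusted p = 0.065 with an estimated correlation). Of 13 dorsal neural tube genes 6 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 0.016, but adjusted p = 0.254 with an estimated correlation). The dorsal list also did not pass at a pseudocount of 0.1. Of 13 Notch pathway genes 2 rose, also when adjusted over the list alone (camera adjusted p = 0.016, but adjusted p = 0.244 with an estimated correlation). The Notch list also did not pass without the libraries labelled B1. The epithelial and endoderm lists, which fell over the first day, had medians of −0.13 and −0.37 (camera adjusted p = 0.671 and 0.358). Among lists that did not pass, amino acid and ER stress had a median of 0.094 with camera's direction down, and neural crest a mean of −0.033 with the direction up.

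The late minus first day count of 1915 genes was 908 without the libraries labelled A1 and 1071 without those labelled A2. It was 2873, with 1484 higher and 1389 lower, without the 3 libraries with under 10000 genes, and 1399, with 250 higher and 1149 lower, for 72 h against 24 h.

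Time points on either side of each boundary were compared to find where expression changed most. With 3 time points on each side, the boundary between 48 and 54 h had 1014 genes, 699 higher and 315 lower after it, and that between 54 and 60 h had 892. The boundary between 20 and 22 h had the fewest, 135. These boundaries span unequal times, since the 6 time points around 48 to 54 h run from 36 to 66 h, while those around 6 to 8 h, with 862 genes, run from 2 to 12 h. Across 48 to 54 h the largest rises, apart from HOX genes, were in EDNRB (3.15), PALM2-AKAP2 (3.08), LYPD1 (2.93), HAPLN1 (2.69) and APCDD1 (2.66). The largest falls were in CALB1 (−4.02), ALDH1A1 (−3.97), CYP1B1 (−3.78), POMC (−3.38) and BHMT (−3.03). PALM2-AKAP2 is a read-through that overlaps other genes, and its value is uncertain.

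Which boundary led depended on the settings. With all libraries kept, the boundary after 54 h led with 1050 genes under median-ratio scaling, against 948 after 48 h, and that after 6 h led with 1061 under quantile normalization, against 1010. Without the 3 libraries with under 10000 genes the boundary after 6 h led with 1659 genes, against 1537 after 48 h. Without the 6, 30 and 54 h time points the boundary after 10 h led with 626 genes, against 617 after 48 h, and without the libraries labelled A1 that after 8 h led with 305, against 259. Without those labelled B1 the boundary after 54 h led with 783, against 532, and without those labelled A2 the boundary after 48 h led with 449. With 2 time points on each side the boundary after 60 h led with 2119, against 1651.

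Libraries labelled B1 were compared with those labelled A1 and A2 at the same hours, since the labels do not say what the letters stand for. NUDT2 (log2 difference −1.92, SE 0.330, limma adjusted p = 0.012) and STARD3 (−0.96, SE 0.179, adjusted p = 0.026) were lower in B1. These were the only 2 genes past the threshold and were named after their values were seen, and 1227 genes had an unadjusted p under 0.05. Without the 3 libraries with under 10000 genes limma called 0 genes, with 1088 at an unadjusted p under 0.05. Between A2 and A1 limma called 0 genes, with 501 at an unadjusted p under 0.05.

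Hypoxia genes were low at time points 24 h apart. The mean of the 14 genes, relative to each gene's mean over all libraries, was −0.71 ± 0.095 at 6 h, −0.99 ± 0.157 at 30 h and −0.93 ± 0.202 at 54 h (log2, SD, n = 3). On the first day it was also low at 4 h, at −0.49 ± 0.219, and at 8 h, at −0.75 ± 0.112. It was 0.44 ± 0.015 at 18 h, 0.45 ± 0.052 at 42 h and 0.53 ± 0.0089 at 66 h. The early and late windows and the 48 to 54 h boundary include such low time points, and the 18 to 24 h window does not.

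**Figure D2:**
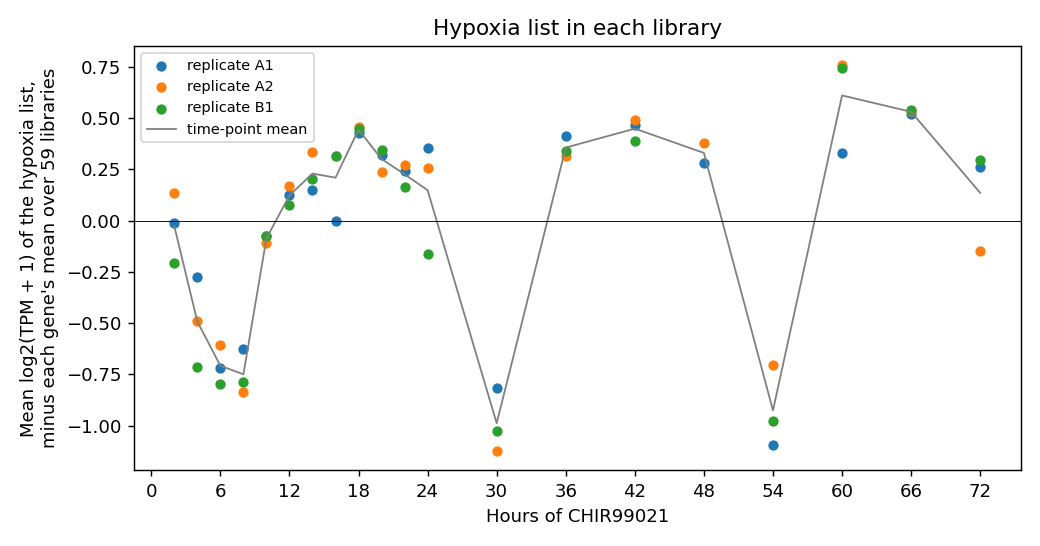
Mean log2(TPM + 1) of the 14 hypoxia genes in each of 59 libraries, minus each gene's mean over all libraries, against hours of CHIR99021. Points are libraries coloured by replicate label and the line joins time-point means, which are lowest at 30 h (−0.99) and 54 h (−0.93).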

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

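The alternatives that left out the 3 libraries with under 10000 genes, left out the 6, 30 and 54 h time points or compared time points a whole number of days apart were chosen after seeing the data. Depth is unknown, so its effect on low genes could not be measured. The counts for the course, the windows, the local change, the lists and the B1 comparison stayed within 1.5 times under a pseudocount of 0.1, no filter, a filter of 5 TPM, median-ratio scaling and quantile normalization. The boundary with the most genes did not stay, and was after 54 h (1050) with median-ratio scaling and after 6 h (1061) with quantile normalization. Libraries sharing a replicate label did not deviate together (mean correlation 0.0066), and with a replicate block the counts were 5616 for the course, 4610 for late minus early, 3050 for first day minus early, 1915 for late minus first day, 1044 for the local change and 32 lists.

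Without each replicate label in turn, with fewer libraries in each fit, the ranges were 3232 to 5291 genes for the course, 2956 to 4227 for late minus early, 1594 to 2402 for first day minus early, 908 to 1757 for late minus first day and 259 to 532 for the local change, 30 to 33 lists, and a HOX rho of 0.773 to 0.803. Without single libraries they were 4318 to 4937, 2757 to 3172 and 1716 to 2168 for the 3 window contrasts. Single time points gave 2910 for late minus early and 818 for first day minus early, and the outermost 2 time points gave 1802 for the latter. Time points a whole number of days apart gave 1063 for 54 h against 6 h and 594 for 30 h against 6 h. For late minus first day they gave 2150, from 60, 66 and 72 h against 12, 18 and 24 h. That comparison had more libraries a side, and 12 h lies outside the first day window. Without the 3 libraries, late minus first day gave 2873, the local change 1537, the B1 comparison 0 and the genes apart from the curve at 6, 30 and 54 h 3543. The local change gave 1651 with 2 time points on each side, where the boundary after 60 h led with 2119, and 617 without 6, 30 and 54 h. The cause of these moves was not tested.

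The list Notch pathway, late minus early, had a camera adjusted p of 0.078 without replicate B1 and 0.070 without the 3 libraries. In late minus first day, the camera adjusted p was 0.110 for the list retinoic acid response and 0.132 for Notch pathway without replicate B1, and 0.112 for dorsal neural tube at a pseudocount of 0.1. Lists that passed camera only in an alternative included, without 6, 30 and 54 h, lateral mesoderm and fibroblast in late minus early (0.027) and late minus first day (0.016), forebrain and midbrain in first day minus early (0.041) and hypoxia in late minus first day (0.023). A whole number of days apart they included retinoic acid response in first day minus early, for 30 h against 6 h (0.0029). In late minus first day this setting compared 60, 66 and 72 h with 12, 18 and 24 h, with more libraries a side. The lists passing there were neural progenitor (0.047), neuron (0.014), lateral mesoderm and fibroblast (0.0028) and hypoxia (0.0093). With quantile normalization neuron passed in late minus first day (0.021). The HOX rho was 0.796 at 25% and 0.694 at 75% of the maximum. With single time points the log2 difference was reversed for DNMT3B (−0.53), CRABP1 (0.66), RUNX1 (−0.011) and KDM3A (−0.26) in late minus early, PBX3 (−0.21), PTCH1 (−0.019) and CYP26A1 (0.091) in first day minus early, and BMP4 (0.43) in late minus first day. A whole number of days apart reversals included KDR (−0.075), KDM3A (−0.37) and INSIG1 (−0.88) in late minus early, and EPHA4 (0.82), BNIP3 (−0.11), HES4 (−0.056) and SPRED1 (0.17) in first day minus early. The median of the list retinoic acid response, late minus first day, was 0.020 without replicate A1 and −0.24 without replicate B1. The cause was not tested.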

Other observations

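The tests of the low hypoxia time points and of a shrinking cell population, and the core clock and ribosome biogenesis lists, were chosen after the results were seen. The hours 6, 30 and 54 were chosen because the hypoxia list was low there, so the values of hypoxia genes describe the pattern and do not test it. BNIP3, a mitophagy receptor, was at 62.9 ± 11.7 TPM at those hours and 377 ± 87.3 TPM at the other multiples of 6 h (SD, n = 9 and 26). Of 20 ribosome biogenesis genes, a list drawn up after its members were seen, 15 lay above a smooth curve through these time points. RRS1 was at 104 ± 17.2 against 16.0 ± 8.72 TPM and NOP16 at 81.0 ± 13.2 against 13.6 ± 11.4 TPM, while NPM1, the abundant nucleolar protein, was at 4098 ± 313 against 4161 ± 776 TPM and did not pass. Among the planned lists, 6 of 20 cell cycle genes and 2 of 13 cholesterol synthesis genes lay below the curve. Their camera adjusted p was 6.6e-04 and 0.0087, but 0.560 and 0.880 with an estimated correlation.

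The low hypoxia list at 6, 30 and 54 h went with 2112 genes apart from the curve, 1316 higher and 796 lower, against 53 for 12, 36 and 60 h, 65 for 24, 48 and 72 h, and, by limma, 0 for 18, 42 and 66 h (1619 at an unadjusted p under 0.05). Without the 3 libraries with under 10000 genes the first 3 counts were 3543, 233 and 381. Much of the first count comes from 30 and 54 h, which gave 999 genes with 24 h, 580 with 12 h and 505 with 18 h in place of 6 h. Few detected genes are argued against, since the list was 1.05 (SE 0.109) higher in the 24 other libraries with no more genes than the median library of these hours (11894 ± 949.7 against 12509 ± 353 genes). Of the 24, 3 from 4 and 8 h were about as low, at −0.71 (4 h B1), −0.84 (8 h A2) and −0.79 (8 h B1). A running circadian clock cannot be told apart on 15 clock genes, of which 4 passed, or 26.7% against 13.8% of other genes (two-sided Fisher's exact p = 0.142). Time since the last medium change is a further candidate explanation, and the list rose by 1.19 (SE 0.065) from 8 to 18 h, but it cannot be told apart from other daily causes because the labels give no clock times.

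Of 307 genes that fell by 2 or more on the log2 scale from the early to the late window, 215 had fallen by the first day and 80 passed the test for a fall only after it. One shrinking cell population of steady expression is argued against as the whole cause by the timing. In the first day 40 of these genes lay below −2 by over 2 SE, which leaves such a population at under 25% and the other genes at −1 or lower, but 43, or 14.01%, lay above −1 by over 2 SE. CDH1 went from 93.8 ± 73.04 to 1.55 ± 0.974 TPM by the first day, while CALB1 was at 182 ± 68.5 and 277 ± 218 TPM. Several populations and lower expression within cells were not tested and stay open, as does the length of exposure itself.

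Chance was weighed for the 7 counts below with 100 regroupings of the libraries, the real one included, and in each case only 1, the real one, gave as large a count. The real count and the highest of the others were 4606 and 1561 for late minus early, 3057 and 391 for first day minus early, 1915 and 337 for late minus first day, 5629 and 102 for the course, 1014 and 664 for the local change, and 2 and 1 for the B1 comparison. For lists past camera they were 32 and 30, with a median of 7 in the other regroupings, so camera with the preset correlation also called lists in regrouped libraries.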
